A study of Rattus norvegicus with 24 samples. Its data were reported in "Mechanistic Investigations of the Mitochondrial Complex I Inhibitor Rotenone in the Context of Pharmacological and Safety Evaluation" (2017).

How the data were processed

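Liver RNA from 24 male RccHan Wistar rats was measured on the Affymetrix Rat Transcriptome Array 1.0, 1 array per animal, with a diet of 0 or 400 ppm rotenone for 1, 3 or 14 days and 4 animals in each of the 6 groups. According to its methods, the authors pre-processed the scans with Guanine Cytosine Count Normalization, which corrects the signal for the base content of the probes, and Signal Space Transformation, and condensed them by RMA to 1 intensity per transcript cluster. The deposited intensity values were read as linear, since all lay above 0 and array medians lay between 29.2 and 35.7 with a highest value of 998430. They were therefore taken as log2 of the value plus 1.

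The table held 70580 features, of which 1738 were control probe sets that were set aside, leaving 68842 transcript clusters. Of these, 23446 carried 1 gene symbol, 505 several and 44891 none. The 22093 distinct symbols were each represented by the cluster with the highest mean over the 24 arrays. The intensity scale compresses near its top, where 16 clusters exceeded 900000 on all arrays. The median negative control probe set lay at a log2 intensity of 5.05, and 32.7% of the 22093 genes lay below it, so that falls of such genes are compressed by the floor. Correlations between arrays of a group lay between 0.990 and 0.996 across the clusters at or above the median mean.

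A linear model with 6 group means was fitted to each transcript cluster with limma 3.58.1 in R 4.3.3, with moderated variances, and the animals were treated as independent. The contrasts were rotenone against control on each day, their average over the 3 days, the differences of the effect between each pair of days, and control livers of day 3 and day 14 against day 1. A moderated F test addressed any difference of the effect among the 3 days. P-values were two-sided and adjusted by Benjamini-Hochberg over the 68842 clusters, with a threshold of 0.05, and clusters that also differed at least 1.8-fold were counted. Changes are fitted differences of log2 intensity with the moderated standard error.

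Lists of genes were tested with camera in limma, among the 22093 genes, with Benjamini-Hochberg adjustment over the lists. There were 40 lists of pathways and 11 of cell type markers, 51 in all, written from general knowledge, and 934 of their 1009 genes (92.6%) were found in the table of genes, some under a current symbol of the same gene. The preset correlation between genes of a list was 0.01, and the test was repeated with an estimated correlation and with fry. Mean log2 intensities of a list per liver were compared by exact permutation. After the results were seen, the members of a list were also set beside the 100 genes nearest to each in mean intensity. A filter modelled on the methods of the study used an analysis of variance with treatment and day as factors, with p under 1e-06 for treatment or under 1e-04 for the interaction, a Kruskal-Wallis test within a day with p under 0.05, and a ratio of at least 1.8 to the control mean of the same day. The methods of the study joined these parts but did not state how the factors of the analysis of variance were combined, so other joins were tried.

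Genes were named by a rule. On each day it took the 8 largest rises and the 8 largest falls among genes past the threshold whose 4 rotenone arrays all lay beyond the 4 control arrays. It added up to 2 rises and 2 falls past the threshold per list, genes that the study discussed and a set of sentinel genes, and the 6 largest changes each way for the differences and the control livers. The groups, contrasts, tests, lists and this rule were fixed before the data were examined. The pathways of the lists were chosen after the study, which reported on these same arrays, had been read.

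The tests were tested on simulated data, in which random normal noise with the standard deviation of each cluster was drawn independently and known changes were added to 5 sets of 200 clusters. Changes of 1.5-fold, 2-fold and 4-fold were recovered in 33.6%, 76.9% and 98.5% of cases on day 1, 37.3%, 83.6% and 98.5% on day 3, 40.3%, 79.1% and 98.5% on day 14, and 92.5%, 100% and 98.5% for the average. For the difference of day 3 from day 1 recovery was 9.70%, 56.7% and 92.4%, for day 14 from day 3 13.4%, 55.2% and 93.9%, and for day 14 from day 1 11.2%, 51.5% and 94.7%. For the test among days it was 14.4%, 61.2% and 96.0%, and for control livers of day 14 against day 1 25.4%, 68.7% and 100%. The filter after the study's methods recovered 0.498%, 46.8% and 87.9% of changes on 1 day and 4.48%, 85.1% and 97.0% of changes on all days. The lists that were shifted 1.5-fold were recovered by camera, in data without correlation between genes.

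The alternatives tried were clusters at or above the median mean, a trended and robust variance prior, array weights, quantile normalization, array-median centring, the replicate number as a block, clusters with 1 symbol alone, a fold threshold, only the 8 arrays of a comparison, a pseudocount of 0 or 16, other list tests, other joins of the filter and leaving out each array in turn, or for that filter each replicate number in every group. Computation outside R used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots used matplotlib 3.10.9. The arrays of heart and brain stem were not analysed here.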

Results

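Gene expression was measured in the liver of 24 male RccHan Wistar rats, 1 array per animal, on the Rat Transcriptome Array 1.0. The diet held 0 or 400 ppm rotenone, a plant compound that blocks complex I in mitochondria, and was given for 1, 3 or 14 days, with 4 animals in each of the 6 groups. Each array gave an intensity for 68842 transcript clusters, of which 23446 carried exactly 1 gene symbol, for 22093 genes. The median intensity per array lay between 29.2 and 35.7. The correlation between arrays of a group lay between 0.990 and 0.996 across the clusters at or above the median mean. The number of arrays limits the precision. Changes are given as log2 rotenone minus control of the same duration, with the standard error after ±, from 4 rotenone and 4 control livers. A gene is said to rise or fall when its limma p-value, adjusted over all transcript clusters, passed the threshold of 0.05.

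Principal components were taken over the 34421 clusters at or above the median mean. The 12 rotenone livers lay apart from the 12 control livers on the first principal component, which held 29.5% of the variance. Rotenone livers lay between 12.59 and 56.67 on it, and control livers between -43.17 and -15.94. The second component, with 10.9% of the variance, had the rotenone livers between -46.49 and -25.63 on day 1, between -8.27 and 10.47 on day 3 and between 10.25 and 34.14 on day 14, so that days 3 and 14 overlapped. Replicate 1 of rotenone day 14 lay at 27.06 on the first component, among the livers of day 3, while the other livers of its group lay between 48.76 and 56.67.

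**Figure D1:**
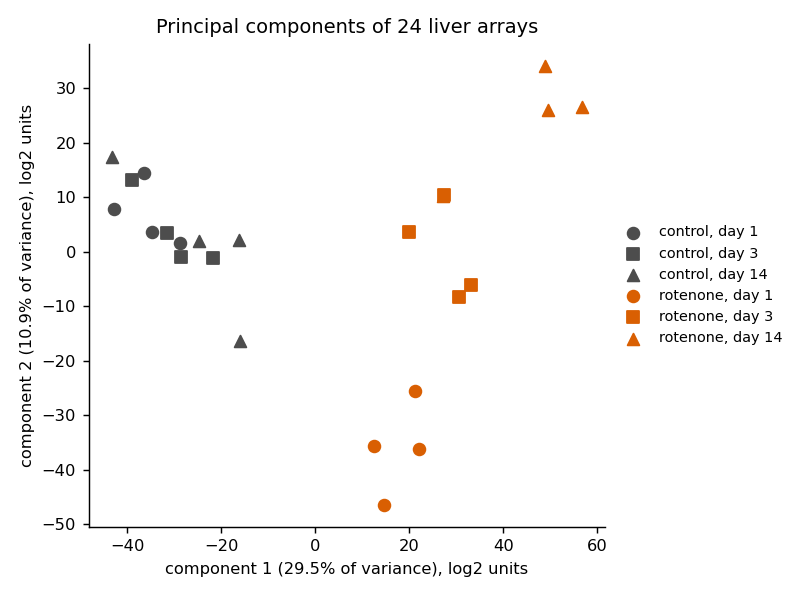
First against second principal component of the log2 intensities of the 34421 transcript clusters at or above the median mean, in units of the component score. Each liver is 1 point, coloured by diet and shaped by day. The rotenone livers lie at 12.59 or higher and the control livers at -15.94 or lower on the first component, and rotenone day 14 replicate 1 overlaps with a liver of rotenone day 3.

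The comparison after 1 day addressed the earliest response of the liver to rotenone. Genes of fatty acid synthesis fell and genes of fatty acid oxidation rose. Scd, which introduces the first double bond into saturated fatty acids, was 70.5-fold lower (-6.14 ± 0.59), from a log2 mean of 17.28 ± 0.28 (SD, n = 4) in controls to 11.14 ± 0.51. Fasn, the fatty acid synthase, was 41.8-fold lower (-5.38 ± 0.74), and Cpt1a, which admits fatty acids into mitochondria, was 9.82-fold higher (3.29 ± 0.53). Of the 22 genes of fatty acid and triglyceride synthesis, 17 fell, 0 rose and 5 did not pass, with a median change of -1.46. Among them were the elongase Elovl6 (-4.56 ± 0.62), the citrate lyase Acly (-4.04 ± 0.49) and Srebf1 (-3.26 ± 0.56), a transcription factor that drives this pathway. Adjusted over the list alone, 17 fell and 1 rose (camera, adjusted p = 3.7e-14, adjusted p = 0.0611 with an estimated correlation). Of the 25 genes of fatty acid oxidation, 16 rose, Echs1 fell and 8 did not pass, and Eci1, an enoyl-CoA isomerase, was 6.75-fold higher (2.75 ± 0.22). Of these oxidation genes, adjusted over the list alone, 19 rose and 2 fell (camera, adjusted p = 1.3e-14, adjusted p = 0.0702 with an estimated correlation). PPAR alpha is a nuclear receptor that switches on fatty acid use, and 10 of its 21 listed targets rose and 0 fell, with 14 risen and 1 fallen when adjusted over the list alone. They included the pantetheinase Vnn1 (3.63 ± 0.31) and the peroxisomal enzyme Ech1 (3.21 ± 0.27), and the PPAR alpha list gave adjusted p = 5.8e-11 with camera and adjusted p = 0.0611 with an estimated correlation. The study itself described fatty acid synthesis and oxidation on these samples, so both counts are not independent evidence of direction.

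Single enzymes of the pentose phosphate pathway, glycolysis and glycogen storage also fell on day 1. The transketolase Tkt was 4.18-fold lower (-2.06 ± 0.17) and the transaldolase Taldo1 2.11-fold lower, and 3 of the 5 genes of the pentose phosphate pathway fell, both over all clusters and adjusted over the list alone (adjusted p = 0.0611 with an estimated correlation). Pklr, the liver pyruvate kinase, fell by 2.53 and Gbe1, the glycogen branching enzyme, fell by 1.72, but the lists of 15 glycolysis and 12 glycogen genes did not pass. Among them, adjusted over the list alone, 1 glycolysis gene rose and 4 fell, and 3 glycogen genes rose and 5 fell. In the cholesterol synthesis list, 5 of 20 genes fell, among them the sterol sensor partner Insig1 (-2.52 ± 0.48), and 0 rose. In total 9 of the cholesterol genes fell adjusted over the list alone, and adjusted p = 0.668 with an estimated correlation. In bile acid synthesis, Cyp8b1, the sterol 12-hydroxylase, was 14.2-fold higher (3.83 ± 0.47). Cyp7a1, which controls the first step of that pathway, was 31.0-fold lower (-4.95 ± 1.19), from 14.98 ± 0.51 (SD, n = 4) in controls to 10.02 ± 2.77, and its call ended without rotenone day 1 replicate 1 or replicate 3, with adjusted p up to 0.066. The list of 18 bile acid genes had 3 risen and 2 fallen, also when adjusted over the list alone, and did not pass. Cyp17a1, a steroid hydroxylase, was 19.1-fold higher, and Asl, the argininosuccinate lyase of the urea cycle, 5.73-fold higher. The study had described cholesterol, bile acid, glycolysis and glycogen genes on these samples, so their direction here is not independent evidence.

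Genes of cell division fell while genes that build ribosomes rose after 1 day. Of the 35 genes of mitosis and the spindle, 25 fell, among them the topoisomerase Top2a (-1.68 ± 0.35), 0 rose and 10 did not pass, with 32 fallen when adjusted over the list alone (adjusted p = 0.248 with an estimated correlation). Among 27 genes of DNA replication, 7 fell, such as Rrm2, a subunit of ribonucleotide reductase (-2.78 ± 0.46), and 2 rose, Cdk2 and the cyclin Ccnd1 (1.70 ± 0.18). For the replication list, 10 fell and 2 rose adjusted over the list alone, and adjusted p = 0.668 with an estimated correlation. The study had named the cell cycle, so the fall of these genes is not independent evidence. Of the 23 genes of ribosome biogenesis, 13 rose, such as the nucleolar methyltransferase Nop2 (1.10 ± 0.11), 0 fell, and 18 rose adjusted over the list alone (adjusted p = 0.0611 with an estimated correlation). The 13 included Srm (1.41 ± 0.21), a spermidine synthase that makes polyamines and does not itself build ribosomes. Chaperones of the endoplasmic reticulum fell in 12 of 21 cases, with Hyou1 2.51-fold and Pdia6 2.34-fold lower, and in 15 adjusted over the list alone (adjusted p = 0.2 with an estimated correlation). Cytosolic heat shock proteins rose in 5 of 12 cases, such as Hspa8 (0.70 ± 0.15), and in 9 adjusted over the list alone (adjusted p = 0.2 with an estimated correlation). For the 24 genes of autophagy and the lysosome, 12 rose, such as the peptidase Tpp1 and the glucosidase Gaa, 0 fell, and 15 rose and 1 fell adjusted over the list alone (adjusted p = 0.121 with an estimated correlation). Xenobiotic enzymes rose in 6 of 20 cases and fell in 1, Gsta2, with Cyp2b1 11.7-fold higher, and 12 rose and 1 fell adjusted over the list alone (adjusted p = 0.2 with an estimated correlation).

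The 34 subunits of complex I, the target of rotenone, had 3 risen and 5 fallen members on day 1, and 3 risen and 7 fallen adjusted over the list alone, and the list did not pass (camera, adjusted p = 0.052). It passed downward under quantile normalization (adjusted p = 3.1e-04) and without rotenone day 14 replicate 1 (adjusted p = 0.047), so its call on day 1 depends on these choices. Ndufa1 fell by 0.75 and Ndufa3 rose by 1.04. Complexes II to IV had 4 of 22 fallen, such as Cox7b, and 1 risen, and ATP synthase 4 of 13 fallen, such as Atp5po. For complexes II to IV, adjusted over the list alone, 6 fell and 2 rose (adjusted p = 0.713 with an estimated correlation), and for ATP synthase 6 fell and 1 rose (adjusted p = 0.668 with an estimated correlation). Electron transport was described by the study on these samples and is not independent evidence of direction. Markers of sinusoidal endothelial cells rose in 8 of 13 cases, such as Eng (0.79 ± 0.13), and in 11 adjusted over the list alone (adjusted p = 0.2 with an estimated correlation). Markers of macrophages rose in 4 of 16 cases and in 8 adjusted over the list alone (adjusted p = 0.668 with an estimated correlation). The 14 hepatocyte markers did not pass as a list on day 1, with 2 risen and 0 fallen, also when adjusted over the list alone.

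In all, 3206 transcript clusters passed on day 1, 1710 higher and 1496 lower with rotenone, and 1022 of them differed at least 1.8-fold. The balance depends on the scale, since the share of higher clusters was 53.3% as deposited and 71.4% after centring each array on its median. The 18 lists that passed on day 1 are no more than other ways of dividing the same 8 livers reached. Those divisions gave a median of 13 lists. The counts of members were not set beside such divisions, and members of a list are not independent replicates.

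The comparison after 3 days addressed whether the first response was kept and what followed it. Genes of cell division and of lipid synthesis were lower than in controls, and Cyp8b1 was 26.8-fold higher (4.74 ± 0.47). Mki67, a marker of dividing cells, was at least 19.6-fold lower (-4.29 ± 0.33), from 9.62 ± 0.33 (SD, n = 4) in controls to 5.33 ± 0.09, the level of the negative control probe sets of those arrays. Scd was 380-fold lower (-8.57 ± 0.59), from 17.37 ± 0.30 (SD, n = 4) to 8.80 ± 0.70. Upp2, a uridine phosphorylase, was 26.6-fold higher (4.74 ± 0.61) and Nr1d1, the clock repressor REV-ERB alpha, at least 20.7-fold higher (4.37 ± 0.52). The control livers had Nr1d1 near the level of negative control probe sets, as rotenone livers of day 3 had Rrm2, Top2a and Lum, so that these changes are lower bounds.

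Of the 35 mitosis genes, 33 fell on day 3, among them Top2a (-3.73 ± 0.35), and 1 rose, Cenpm (0.74 ± 0.16), with the same counts adjusted over the list alone and a median of -1.32 (camera, adjusted p = 1.3e-53). Of the 27 DNA replication genes, 15 fell, such as Rrm2 (-5.90 ± 0.46) and the primase Prim1 (-1.66 ± 0.25), 1 rose, and 18 fell and 1 rose adjusted over the list alone. Of the 22 genes of fatty acid and triglyceride synthesis, 12 fell, among them Fasn (-5.24 ± 0.74) and Elovl6 (-4.71 ± 0.62), 0 rose, and 14 fell adjusted over the list alone. Pentose phosphate enzymes fell in 3 of 5 cases, with Tkt 3.04-fold lower, and in 4 adjusted over the list alone. These 4 lists also passed with an estimated correlation, each with adjusted p = 0.0237. Fatty acid oxidation rose in 9 of 25 cases, with Cpt1a 6.04-fold and Decr1 4.08-fold higher, and in 12 adjusted over the list alone (adjusted p = 0.152 with an estimated correlation). Of the PPAR alpha targets, 6 rose and 1 fell, and 8 rose and 1 fell adjusted over the list alone (adjusted p = 0.346 with an estimated correlation). Cholesterol synthesis genes fell in 3 of 20 cases, such as Nsdhl (-0.98 ± 0.20), and in 5 adjusted over the list alone (adjusted p = 0.442 with an estimated correlation). Glycolysis fell in 3 of 15 cases, with Pklr and Pgk1 lowest, and in 6 with 1 risen adjusted over the list alone (adjusted p = 0.0995 with an estimated correlation). Of 12 glycogen genes 1 fell, Gbe1 (-1.95 ± 0.15), and 1 rose, Gaa (1.24 ± 0.22), with 4 fallen and 2 risen adjusted over the list alone (adjusted p = 0.152 with an estimated correlation). Hif1 targets fell in 5 of 27 cases, such as the kinase Pdk1 (-1.29 ± 0.14) and the lysyl oxidase Loxl2 (-0.98 ± 0.15), with 6 fallen and 2 risen adjusted over the list alone (adjusted p = 0.0945 with an estimated correlation). For all of these groups except the pentose phosphate pathway and the PPAR alpha targets, the study had described the function on these samples, which makes their direction no independent evidence.

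Markers of stellate cells and fibroblasts fell in 11 of 18 cases on day 3, such as the proteoglycan Lum (-1.53 ± 0.21) and Vim (-1.27 ± 0.25), beside the fall of cell division genes. In this list 15 stellate markers fell and 1 rose adjusted over the list alone, and the list passed with an estimated correlation (adjusted p = 0.0498). Erythroid markers fell in 4 of 12 cases and in 6 adjusted over the list alone (adjusted p = 0.214 with an estimated correlation), and the study had described hematopoiesis on these samples, so this direction is not independent evidence. Macrophage markers did not pass, with only Msr1 fallen, and with 1 risen and 1 fallen adjusted over the list alone. Endoplasmic reticulum chaperones fell in 9 of 21 cases, such as Dnajb11 (-1.08 ± 0.19), and in 13 adjusted over the list alone (adjusted p = 0.130 with an estimated correlation). Genes of the urea cycle and amino acid breakdown rose in 6 of 31 cases, with Asl 5.88-fold higher, and in 12 adjusted over the list alone (adjusted p = 0.139 with an estimated correlation). Autophagy and lysosome genes rose in 10 of 24 cases, such as Gabarapl1 (1.43 ± 0.25), and in 15 with 1 fallen adjusted over the list alone (adjusted p = 0.0945 with an estimated correlation). Xenobiotic enzymes rose in 8 of 20 cases, such as Cyp2b1 and Cyp2b2, and in 10 adjusted over the list alone (adjusted p = 0.130 with an estimated correlation). Complex I had 4 of 34 subunits risen, such as Ndufs7 (0.96 ± 0.17), and 0 fallen, with 5 risen adjusted over the list alone, and did not pass (adjusted p = 0.11).

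On day 3, 2248 transcript clusters passed, 1174 higher and 1074 lower with rotenone, and 799 of them differed at least 1.8-fold. Without control day 3 replicate 1 the count was 1494 and without control day 3 replicate 2 it was 1383, and the 23 lists that passed compare with a median of 15 in other divisions of the 8 livers.

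The comparison after 14 days addressed the state of the liver under lasting exposure. Nr1d1 was at least 83.1-fold higher (6.38 ± 0.52), from 5.73 ± 0.12 (SD, n = 4) in controls, near the negative control probe sets, to 12.10 ± 0.50. The apolipoprotein Apoa4 was 23.8-fold lower (-4.57 ± 0.25), from 15.39 ± 0.28 (SD, n = 4) to 10.81 ± 0.80. The beta globin Hbb-b1 was 29.0-fold lower (-4.86 ± 0.54), and Scd was still 71.3-fold lower (-6.16 ± 0.59). The cytochromes Cyp2c24, 51.8-fold higher (5.70 ± 0.43), and Cyp8b1, 30.5-fold higher (4.93 ± 0.47), rose beside Igfbp2, a binding protein of insulin-like growth factors, 21.6-fold higher (4.43 ± 0.57).

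Of the 20 cholesterol synthesis genes, 11 rose on day 14, among them Acat2 (2.59 ± 0.47) and the squalene epoxidase Sqle (2.46 ± 0.56), 0 fell and 9 did not pass, with a median of 1.03. With only the 8 arrays of day 14 in the fit, the adjusted p-values of Acat2 and Sqle were 0.052 and 0.12. A further count, adjusted over the list alone, had 15 cholesterol genes risen (camera, adjusted p = 2e-08, adjusted p = 0.216 with an estimated correlation). The mean log2 intensity of the cholesterol genes was 12.45 ± 0.89 (SD, n = 4) in rotenone livers of day 14 and 11.29 ± 0.09 in their controls (exact p = 0.0857), and 1 rotenone liver, replicate 1, at 11.29, lay within the controls. Fatty acid and triglyceride synthesis had 5 of 22 genes fallen, such as the elongase Elovl5 (-2.19 ± 0.23), and 2 risen, with 8 fallen and 4 risen adjusted over the list alone (adjusted p = 0.327 with an estimated correlation). Fatty acid oxidation had 10 of 25 risen, such as the carnitine acyltransferase Crat (2.21 ± 0.28), and 0 fallen, with 15 risen adjusted over the list alone (adjusted p = 0.190 with an estimated correlation). Bile acid synthesis and transport had 7 of 18 risen and 1 fallen, with 11 risen and 5 fallen adjusted over the list alone (adjusted p = 0.190 with an estimated correlation), and Cyp7a1 did not pass on day 14 (2.74 ± 1.19, adjusted p = 0.22). Glycolysis had 3 of 15 risen and 4 fallen, and 5 risen and 5 fallen adjusted over the list alone, and did not pass, while Gbe1 fell by 1.61 and Pc, the pyruvate carboxylase, fell by 1.09. These 5 pathways had been described by the study on these samples and give no independent evidence of direction.

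Lists of the respiratory chain encoded in the nucleus and of ribosomal proteins passed upward on day 14, with most members not past the threshold. Complex I had 7 of 34 subunits risen, 0 fallen and 27 not past, with 17 risen adjusted over the list alone and a median of 0.30 (camera, adjusted p = 1.7e-07, adjusted p = 0.255 with an estimated correlation). On these arrays the distance between positive and negative control probe sets was also larger with rotenone, by 0.327. The 100 genes nearest to each subunit in mean intensity had a median change of 0.083, and 30 of 34 subunits lay above those genes, while on day 1 the median difference from such genes was -0.21 and 8 of 34 lay above them. Complexes II to IV had 5 of 22 risen, such as Cox4i1 (0.70 ± 0.11), and 11 adjusted over the list alone (adjusted p = 0.198 with an estimated correlation). ATP synthase had 2 of 13 risen, and 6 adjusted over the list alone (adjusted p = 0.213 with an estimated correlation). Ppargc1a, a coactivator of mitochondrial genesis, was 3.91-fold higher (1.97 ± 0.36), and 9 of 37 genes of the mitochondrial ribosome and biogenesis rose, with 14 risen adjusted over the list alone (adjusted p = 0.190 with an estimated correlation). Mitochondrial genes were a subject of the study on these samples and are no independent evidence of direction. The citrate cycle had 7 of 17 genes risen, led by Idh2, 3.66-fold higher (1.87 ± 0.14), and 9 adjusted over the list alone (adjusted p = 0.190 with an estimated correlation). Cytosolic ribosomal proteins rose in 11 of 33 cases, such as Rps23 (0.66 ± 0.10), and in 19 adjusted over the list alone (adjusted p = 0.202 with an estimated correlation). For ribosomal proteins the genes nearest in mean intensity had a median of 0.096, against 0.36, and 32 of 33 lay above them. Mitosis genes fell in 5 of 35 cases, such as Mki67 (-1.95 ± 0.33, a lower bound, as it ended near the negative control probe sets), and 1 rose, with 19 fallen and 1 risen adjusted over the list alone (adjusted p = 0.267 with an estimated correlation).

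Lists of macrophage, stellate cell, erythroid and interferon response genes passed downward on day 14. Macrophage markers fell in 4 of 16 cases, such as the Kupffer cell lectin Clec4f (-1.40 ± 0.24), and in 10 adjusted over the list alone (adjusted p = 0.213 with an estimated correlation). Stellate cell markers fell in 9 of 18 cases, such as Pdgfrb (-1.31 ± 0.21) and the collagen Col3a1 (-1.23 ± 0.18), with 10 fallen and 1 risen adjusted over the list alone (adjusted p = 0.190 with an estimated correlation). Lox, a lysyl oxidase that cross-links collagen, was at least 25.0-fold lower (-4.65 ± 0.80), with rotenone livers near the negative control probe sets. Erythroid markers fell in 6 of 12 cases, and in 7 adjusted over the list alone (adjusted p = 0.190 with an estimated correlation), a group the study had described on these samples and so no independent evidence. Interferon response genes fell in 7 of 23 cases, such as the chemokine Cxcl9 (-2.06 ± 0.35) and Parp14 (-1.45 ± 0.23), and in 15 adjusted over the list alone (adjusted p = 0.198 with an estimated correlation). Endothelial markers, with 1 risen and 1 fallen, and hepatocyte markers, with 1 risen and 1 fallen, did not pass as lists. When adjusted over the list alone, 2 endothelial markers rose and 4 fell, and 1 hepatocyte marker rose and 1 fell.

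On day 14, 3110 transcript clusters passed, 1848 higher and 1262 lower with rotenone, and 1028 of them differed at least 1.8-fold. The count was 1802 without rotenone day 14 replicate 2 and 2037 without replicate 4, and 29 lists passed, against a median of 13.5 in other divisions of the 8 livers.

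**Figure D2:**
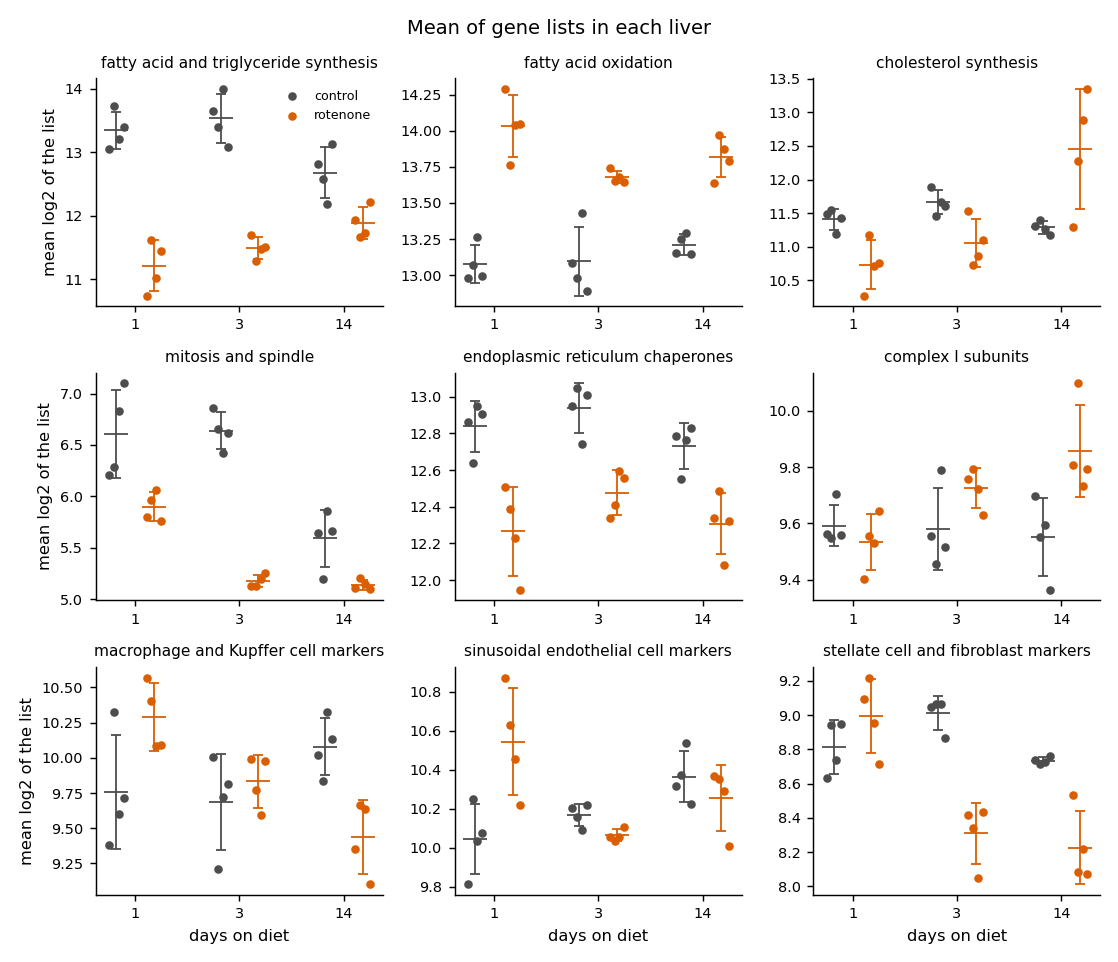
Mean log2 intensity of the genes of 9 lists per liver, by day, with control and rotenone livers side by side; points are single livers and bars with error lines are the group mean ± SD (n = 4). Mitosis genes lie at 5.18 in rotenone livers of day 3 against 6.64 in controls, and cholesterol genes reach 13.35 in 1 rotenone liver of day 14.

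**Figure D3:**
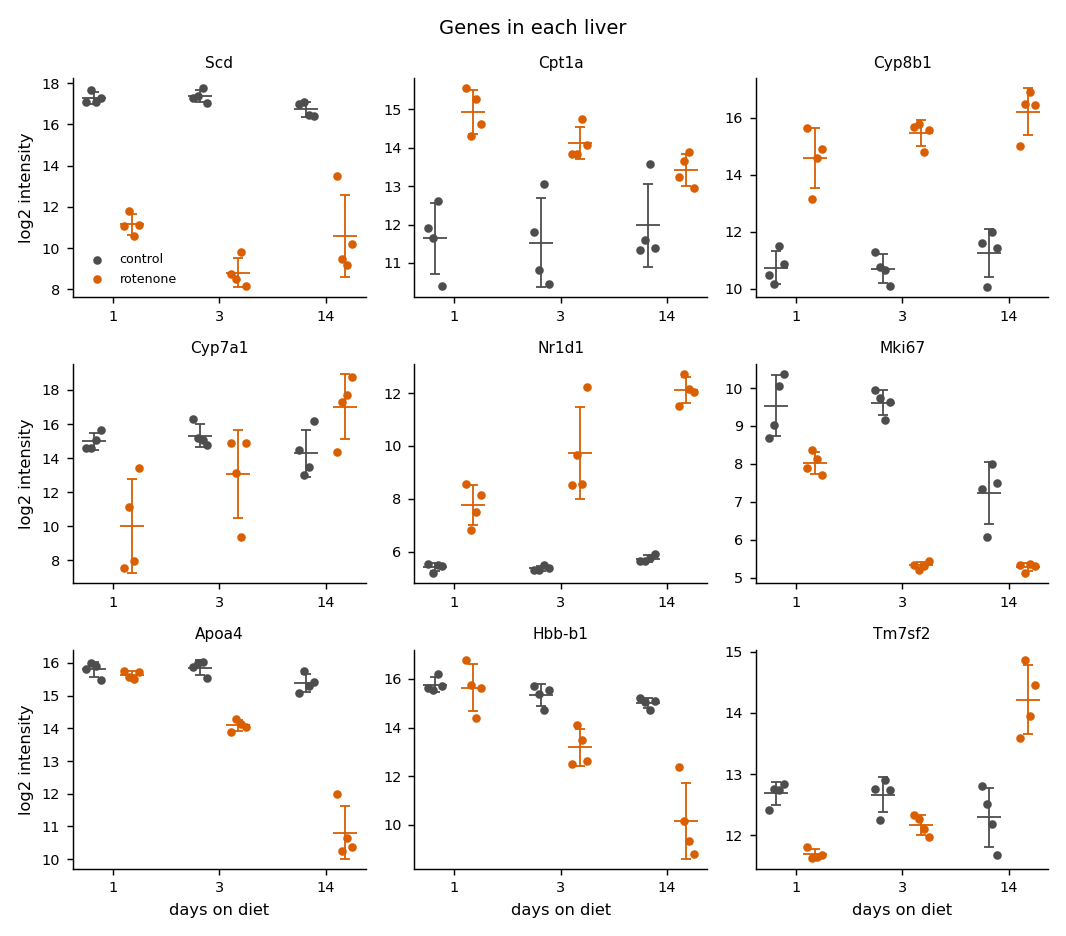
Log2 intensity of 9 genes per liver, by day, with control and rotenone livers side by side; points are single livers and bars with error lines are the group mean ± SD (n = 4). Scd lies at 17.37 in controls and 8.80 in rotenone livers of day 3, and Nr1d1 at 5.73 and 12.10 on day 14.

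The difference between the effects of 2 days addressed which changes grew or faded. From day 1 to day 3, 71 transcript clusters differed, 40 upward and 31 downward, a share of 56.3% upward that became 36% after centring. Ccnd1 moved by -2.68 ± 0.26, from a rise of 1.70 on day 1, and the junction gene Pkp2 by -2.16 ± 0.29. Mki67 moved by -2.79 ± 0.47, with no exact size because rotenone livers of day 3 had it at the level of negative control probe sets. By camera 18 lists differed between these days, 0 of them with an estimated correlation, and mitosis genes moved by a median of -0.63, with 1 of 35 past the threshold and 23 adjusted over the list alone (adjusted p = 0.136 with an estimated correlation). Eci1 lost part of its rise (-1.92 ± 0.32), while Iyd, a deiodinase, moved upward (2.13 ± 0.30). From day 3 to day 14, 8 clusters differed, 6 upward and 2 downward. They included the sterol reductase Tm7sf2 (2.42 ± 0.32) and the serine synthesis gene Psat1 (2.16 ± 0.31), both higher, and Apoa4 (-2.81 ± 0.35), lower. From day 1 to day 14, 640 clusters differed, 371 upward and 269 downward. Cyp2c24 (5.18 ± 0.60) and Elovl6 (4.38 ± 0.88) moved upward, and the globins Hbb-b1 (-4.73 ± 0.77) and Hba-a1 (-4.71 ± 0.90) and the anion transporter Slc22a8 (-4.84 ± 0.78) downward. Cholesterol genes moved upward by a median of 1.75 from day 1 to day 14, with 6 of 20 past the threshold and 20 adjusted over the list alone (adjusted p = 0.147 with an estimated correlation), and macrophage markers downward by -1.28, with 5 of 16 and 16 (adjusted p = 0.147 with an estimated correlation). Complex I moved upward by a median of 0.43 over the same days, with 3 of 34 subunits past the threshold, and 20 upward and 1 downward adjusted over the list alone (adjusted p = 0.186 with an estimated correlation). Cell cycle, cholesterol and complex I genes had been described by the study on these samples. Without rotenone day 14 replicate 1, the count from day 3 to day 14 was 236 and that from day 1 to day 14 was 1012, and without replicate 4 of that group they were 4 and 333. The count from day 1 to day 3 was 30 without rotenone day 3 replicate 3 and 125 without rotenone day 1 replicate 4.

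**Figure D4:**
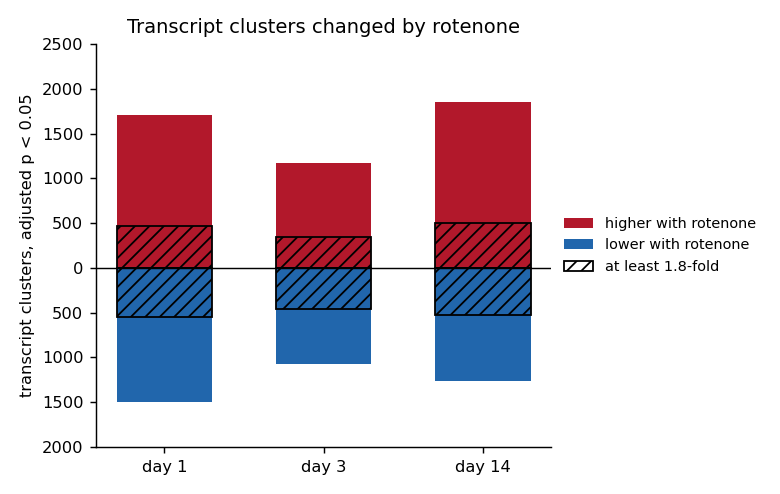
Number of transcript clusters past the threshold, higher and lower, in each comparison, with the axis starting at 0. Day 1 has 1710 higher and 1496 lower clusters, day 3 has 1174 and 1074, and day 14 has 1848 and 1262.

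A test of any difference among the 3 days addressed the same point without naming a pair of days, and 412 clusters passed it, among them Cyp2c24, Elovl6, the acyl-CoA synthetase Acsm2 and the globins. Without rotenone day 14 replicate 1 this count was 844, and without replicate 4 it was 220. The effect averaged over the 3 days addressed the mean change, which a large change on only some of the days can also move. In it 8631 clusters passed, 4253 higher and 4378 lower, 846 of them by at least 1.8-fold. Centring each array moved the share of higher clusters from 49.3% to 61.7%, so their balance depends on the scale. In the averaged effect, 33 of 35 mitosis genes fell and 1 rose, 19 of 25 fatty acid oxidation genes rose, 14 of 21 endoplasmic reticulum chaperones fell and 16 of 24 autophagy and lysosome genes rose. Adjusted over the list alone, these counts were 34 fallen and 1 risen (adjusted p = 0.0983 with an estimated correlation), 21 risen and 1 fallen (adjusted p = 0.0983 with an estimated correlation), 15 fallen (adjusted p = 0.118 with an estimated correlation) and 16 risen and 2 fallen (adjusted p = 0.0983 with an estimated correlation). Cell cycle and fatty acid oxidation genes were described by the study on these samples and are no independent evidence. Clusters that rose on all 3 days numbered 351 and those that fell 195. Days 1 and 3 shared 591 higher and 513 lower clusters, where independent sets would share 29.2 and 23.3, and 3 and 6 clusters of day 1 went in the opposite direction on day 3. Days 3 and 14 shared 599 higher and 383 lower, against 31.5 and 19.7, with 0 and 1 in the opposite direction on day 14. Days 1 and 14 shared 542 and 293, against 45.9 and 27.4, and 19 higher and 26 lower clusters of day 1 went in the opposite direction on day 14. The numbers for independent sets take all clusters as equally likely to be called. The 3 days also share 1 estimate of the spread per cluster, so those numbers are only a rough reference. Pearson's correlation of the changes across clusters was 0.480 between days 1 and 3, 0.379 between days 1 and 14 and 0.505 between days 3 and 14, with Spearman's rho of 0.289, 0.247 and 0.347. Clusters are not independent replicates. The 4 rotenone and 4 control livers did not overlap for 18.8% of 22093 genes on day 1, 16.7% on day 3 and 15.4% on day 14, where chance gives 2.86%.

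The control livers of different days addressed what changed without rotenone. Between day 3 and day 1, 2 clusters passed in limma, both lower, and 0 of the 22093 genes. An unadjusted limma p under 0.05 was reached by 3443 of the 68842 clusters, about the share of 0.05 that no change would give. The count of clusters that passed was 0 or 1 when any 1 of these control livers was left out. By camera 12 lists passed between day 3 and day 1, 11 upward and 1 downward, 0 of them with an estimated correlation. Between day 14 and day 1, 50 clusters passed, 2 higher and 48 lower, and cell division genes were among the lower ones. Rrm2 was 10.1-fold lower (-3.34 ± 0.46), Mki67 4.95-fold lower (-2.31 ± 0.33) and the cyclin Ccna2 3.94-fold lower (-1.98 ± 0.30) in control livers of day 14. Of the 35 mitosis genes, 22 fell in the controls, with 34 fallen adjusted over the list alone and a median of -0.99, and the list passed with an estimated correlation (adjusted p = 0.013). Of the 27 DNA replication genes, 2 fell, Rrm2 among them, and 15 adjusted over the list alone (adjusted p = 0.0172 with an estimated correlation). In total 16 lists passed between these controls, 7 upward and 9 downward, but only these 2 with an estimated correlation. The others included fatty acid and triglyceride synthesis (median -0.52) and erythroid markers (-0.37), lower on day 14, and macrophage (0.34) and endothelial markers (0.29), higher on day 14, and such shifts enter the differences of the rotenone effect between days. With all 24 arrays, 3868 clusters had an unadjusted limma p under 0.05, little above a share of 0.05. With only the 8 control arrays of these 2 days in the fit, 0 clusters passed in limma, and the adjusted p of Rrm2, Mki67 and Ccna2 was 0.53. Instead of 50, the count was 9 without control day 1 replicate 3, 2 without replicate 4 and 83 without replicate 1. It was 10 without control day 14 replicate 2 and 29 without replicate 4.

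A filter modelled on that of the study's methods joined an analysis of variance with 2 factors, a rank test between the diets within a day and a change of at least 1.8-fold. It called 721 transcript clusters, of which 547 carried 1 symbol, and between 189 and 357 when 1 replicate number was left out of every group. On day 1, 244 of the 721 were higher and 240 lower with rotenone, on day 3 213 and 236, and on day 14 241 and 184. Each of the 721 also passed the averaged effect or the test among the 3 days. Those test the same effects on the same arrays at looser cut-offs, so this adds no support.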

Values the study reported

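The study gave the rats a diet with 400 ppm rotenone, which amounted to 52.5 mg/kg body weight per day. It reported a body weight 33% below that of controls at 14 days and a loss of complex I activity in liver mitochondria of around 70–80% on each day. With its own filter, it counted 1444 deregulated genes in the liver, 650 in the heart and 52 in the brain stem.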

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

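The tests of explanations and the counts of other splits in this part were chosen only after the results were seen, while the tests of differences between days were planned. For the splits, chance is taken as excluded where a share under 0.05 of them, the real one included, gave as many. No adjustment was made over the counts tested in this way.

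A liver far from the other 3 of its group was found in 26 of 570 groups of 4, over 81 genes, 9 list means and 5 measures of the arrays, and chance gives about 1 in 20 groups. The gap to the nearest liver, as a share of the range of the group, follows each. Among the measures of the arrays and the list means, these were the array median of control day 1 replicate 1 (0.932), the positive minus negative control probe sets of rotenone day 14 replicate 2 (0.944), complex I subunits in control day 1 replicate 3 (0.915) and stellate cell markers in control day 3 replicate 4 (0.908). In control livers, the genes were Acly (0.847, day 3 replicate 4), Cpt1a (0.889, day 14 replicate 3), Cyp17a1 (0.840, day 1 replicate 2), Hba-a1 (0.986, day 3 replicate 1), Iyd (0.872, day 14 replicate 2), Nop2 (0.909, day 1 replicate 4), Pdia6 (0.888, day 1 replicate 2), Rrm2 (0.835, day 14 replicate 2), Sqle (0.888, day 14 replicate 4), Upp2 (0.870, day 14 replicate 3) and Vnn1 (0.882, day 1 replicate 3). In rotenone livers of day 1 they were Asl (0.949, replicate 2), Gsta2 (0.856, replicate 1) and Prim1 (0.834, replicate 1), and in those of day 3 Cenpm (0.864, replicate 1), Crat (0.860, replicate 4) and Eng (0.894, replicate 1). In rotenone livers of day 14 they were Cyp17a1 (0.908, replicate 2), Ech1 (0.927, replicate 1), Mki67 (0.854, replicate 2), Ppargc1a (0.877, replicate 1) and Psat1 (0.930, replicate 3).

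Between days the rotenone effect differed for 71 transcript clusters from day 1 to day 3, 8 from day 3 to day 14, 640 from day 1 to day 14 and 412 among the 3 days. Of 100 splits that exchanged livers between days within each diet, 1 gave as many as 71 clusters, the real one (highest other 31), 3 gave as many as 8 (highest other 28), 3 gave as many as 640 (highest other 743) and 1 as many as 412 (highest other 21), so chance can be excluded for each, although another split exceeded the real one for the changes from day 3 and from day 1 to day 14. Another split called 28 clusters, several times the real 8, and whether it follows a structure of the livers was not tested. Differences between days within 1 diet are part of what such splits hold. A low share alone therefore does not show that the rotenone effect differed.

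Single genes met the test of the difference itself. From day 1 to day 3, the effect moved upward for Iyd (2.13), Hyal1 (2.02), Tcea3 (1.97), Thnsl2 (1.87), Tstd1 (1.87) and Car5a (1.72) and downward for Mki67 (-2.79), Ccnd1 (-2.68), Alox15 (-2.28), Pkp2 (-2.16), Lum (-1.997) and Eci1 (-1.92), where the calls of Hyal1, Alox15, Tstd1 and Car5a ended under 14, 6, 2 and 2 of 26 alternatives, and Mki67 and Lum have no exact size, since rotenone livers of day 3 had both near the negative control probe sets. From day 3 to day 14, it moved upward for Rrm2 (3.97), Acsm2 (3.26), Tm7sf2 (2.42), Psat1 (2.16) and Dsg2 (1.07) and downward for Apoa4 (-2.81) and Apoa1 (-1.79), where the calls of Rrm2, Acsm2, Dsg2 and Apoa1 ended under 11, 12, 11 and 1 of 26, and Rrm2 has no exact size and is no evidence of a rise, since rotenone livers of both days had it near the negative control probe sets while controls fell from 11.24 to 7.38. From day 1 to day 14, it moved upward for Cyp7a1 (7.70), Cyp2c24 (5.18), Hsd17b2 (4.74), Cyp2c80 (4.41), Elovl6 (4.38) and Nr1d1 (4.03) and downward for Hbbl1 (-5.14), Slc22a8 (-4.84), Hba-a3 (-4.79), Hbb-b1 (-4.73), Hba-a1 (-4.71) and Hbb-bs (-4.61), where the calls of Cyp2c80, Cyp7a1 and Hsd17b2 ended under 19, 9 and 2 of 26, and Nr1d1 has no exact size, since controls of both days had it near the negative control probe sets. The test among the 3 days named Cyp2c24, Elovl6, Nr1d1, Hbbl1, Slc22a8, Hba-a3, Hbb-b1, Hba-a1 and Hbb-bs again, with these same largest differences from day 1, and Acsm2 (3.74), Serpina7 (3.44) and Sntb1 (3.35), where the calls of Nr1d1 and Hba-a1 ended under 8 and 2 of 34.

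Lists of genes differed between days by camera, and each value is the median difference of the members. From day 3 to day 14, 26 lists passed, and 0 of them with an estimated correlation. As many came from 4 of 100 splits, a share under 0.05, but another split gave more (28), so no exclusion of chance is drawn. Upward were cholesterol synthesis (1.59), mitosis (0.92), fatty acid synthesis (0.85), the pentose phosphate pathway (0.47), DNA replication (0.33), tubulins (0.31), cytosolic heat shock proteins (0.28), glycolysis (0.27), complexes II to IV (0.24), the mitochondrial stress response (0.23), NRF2 targets (0.22), cytosolic ribosomal proteins (0.20), the mitochondrial ribosome (0.18), complex I (0.16), the ATF4 response (0.14), ATP synthase (0.12), the citrate cycle (0.12), biliary markers (0.12) and antioxidant enzymes (0.094). For mitosis, DNA replication and tubulins this is no evidence of a rise in rotenone livers. In control livers these lists fell from day 1 to day 14, by medians of -0.99, -0.32 and -0.40. From day 3 to day 14, the span of these differences, the mean of the mitosis genes moved by -1.046 in controls (exact p = 0.0286). The mean of the fatty acid synthesis genes moved over that span by -0.860 in controls (exact p = 0.0571) and by 0.392 in rotenone livers (exact p = 0.0571). The fall in controls thus enters that difference. Downward were macrophage markers (-0.86), ketone body synthesis (-0.62), the interferon response (-0.49), growth hormone responsive genes (-0.36), lymphocyte markers (-0.22), pancreatic acinar markers (-0.12) and the urea cycle (-0.10). Of these, quantile normalization ended the calls of antioxidant enzymes (adjusted p = 0.098), pancreatic markers (0.052) and the urea cycle (0.056), and that of antioxidant enzymes also ended after centring and without rotenone day 14 replicate 1. From day 1 to day 14, 30 lists passed, and 0 of them with an estimated correlation. As many came from 1 of 100 splits, the real one (highest other 27), so by that share chance can be excluded, but narrowly. Upward were cholesterol synthesis (1.75), fatty acid synthesis (1.40), ATP synthase (0.46), complexes II to IV (0.44), complex I (0.43), bile acid synthesis (0.38), the pentose phosphate pathway (0.34), the citrate cycle (0.34), the urea cycle (0.33), cytosolic ribosomal proteins (0.30), antioxidant enzymes (0.29), NRF2 targets (0.27), the mitochondrial stress response (0.26), mitosis (0.24) and the mitochondrial ribosome (0.12). For mitosis this was no rise in rotenone livers, whose mean moved by -0.759 over these days (exact p = 0.0286) to near the negative control probe sets, while that of controls moved by -1.01 (exact p = 0.0286). The mean of the fatty acid synthesis genes moved by 0.674 in rotenone livers (exact p = 0.0286) and by -0.669 in controls (exact p = 0.0571). Downward were macrophage markers (-1.28), growth hormone responsive genes (-0.98), PPAR alpha targets (-0.74), ketone body synthesis (-0.71), stellate cell markers (-0.62), the interferon response (-0.61), endothelial markers (-0.51), erythroid markers (-0.47), ribosome biogenesis (-0.37), cytosolic heat shock proteins (-0.28), fatty acid oxidation (-0.25), the insulin pathway (-0.19), lymphocyte markers (-0.13), the acute phase response (-0.13) and hepatocyte markers (-0.0058). Quantile normalization ended the calls of fatty acid oxidation (adjusted p = 0.051), the insulin pathway (0.064), growth hormone responsive genes (0.163), heat shock proteins (0.104), the acute phase response (0.476) and hepatocyte markers (0.809), whose median became 0.023, and heat shock proteins also ended without rotenone day 14 replicate 1.

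In data outside the comparisons, the distance between positive and negative control probe sets was larger on rotenone arrays by 0.189 on the log2 scale over all days (exact permutation within days, p = 0.00158, two-sided). By day it was 0.159 (exact p = 0.143), 0.0805 (exact p = 0.314) and 0.327 (exact p = 0.0286), the last being the smallest that 4 against 4 arrays can give. The cause was not tested.

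Mitosis genes had a smaller rotenone effect on day 14 than on day 3. A rise of these genes in rotenone livers is argued against, since their mean moved by -0.0393 from day 3 to day 14 (exact p = 0.314). In control livers the mean moved by -1.046 over the same days (exact p = 0.0286). In rotenone livers of day 14 it lay -0.0296 from the mean of the negative control probe sets of the same arrays. The fall in controls together with the floor of the arrays may account for the smaller effect, and the part of each was not separated. Growth or age of the control rats stays open as an untested explanation of their fall.

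Macrophage and stellate cell markers were lower on day 14. The scale of the arrays is argued against, since the difference was -0.5926 after quantile normalization (exact p = 0.0286) and -0.574 as deposited. A larger share of hepatocytes as the whole cause would lower endothelial markers alike, and the macrophage and stellate cell markers fell by more than those, by -0.4658 (exact p = 0.0286). Those markers were picked for their fall on these same arrays, so this p-value is no independent evidence and no conclusion is drawn from it. The means on day 14 were 10.08 in controls and 9.44 in rotenone livers for macrophage and 8.73 and 8.23 for stellate cell markers, and from day 3 to day 14 the macrophage mean moved by 0.391 in controls (exact p = 0.0571) and by -0.394 in rotenone livers (exact p = 0.0857). Fewer such cells, less of these transcripts per cell and, for macrophage markers, a rise in the controls could each contribute and stay open.

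Cholesterol synthesis genes were higher on day 14 in 3 of 4 rotenone livers. The scale of the arrays is argued against, since the difference was 1.178 after quantile normalization (exact p = 0.0857) and 1.165 as deposited. A control liver under the label of rotenone day 14 replicate 1 is argued against, since that liver lay at 27.06 on the first principal component and control livers at -15.94 or lower. A shared rise of lipid synthesis stays open, since in rotenone livers from day 1 to day 14 fatty acid genes rose by 0.674 (exact p = 0.0286), and cholesterol genes rose by 1.052 more (exact p = 0.114). Differences in exposure or feeding between the rats may explain the spread and were not tested.

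Other splits of the livers were also counted within the other comparisons. Of 35 splits of the 8 livers of a day, 1, the real one, gave as many clusters on day 1 (3206, highest other 1), day 3 (2248, highest other 2) and day 14 (3110, highest other 24), so chance can be excluded for each. For lists of genes, 5 of 35 splits gave as many as the 18 of day 1 (highest other 20) and 2 of 35 as many as the 23 of day 3 (highest other 25), so chance cannot be excluded for these counts of lists. As many as the 29 lists of day 14 came from 1 of 35 (highest other 27), the smallest share possible. By that share chance can be excluded there, but narrowly, and 0 of the 29 passed with an estimated correlation. In control livers, 3 of 35 splits gave as many as the 2 clusters of day 3 (highest other 2), so chance cannot be excluded, and 1 of 35 as many as the 50 of day 14 (highest other 48), so by that share it can be, but narrowly, and the 50 fell to 2 without control day 1 replicate 4 and to 0 with only the 8 arrays of that comparison. Of 100 splits within day, 1, the real one, gave as many clusters for the averaged effect (8631, highest other 70) and for the filter after the study's methods (721, highest other 84), so chance can be excluded for both. The same held for the correlations between days, with 1 of 100 splits for days 1 and 3 (0.480, highest other 0.341), days 1 and 14 (0.379, highest other 0.310) and days 3 and 14 (0.505, highest other 0.383).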

How the results depend on the processing

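The pseudocounts of 0 and 16, the leave-one-out correlations, the centring of lists and the reading of single lists under quantile normalization or without rotenone day 14 replicate 1 were chosen after seeing the data, and the other alternatives were planned. No named gene past the threshold reversed under any alternative run. Of 396 named gene results past the threshold, 249 were past it under every alternative run, and of 48 not past it, 7 were past it under at least 1. Where no cause is named below, the cause was not tested.

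With a fold of at least 1.8 added, 1022, 799 and 1028 clusters passed on days 1, 3 and 14, 846 for the average and 1 for control livers of day 3 against day 1, since the fold threshold removes smaller changes. With only the 8 arrays of a comparison, which leaves fewer arrays to estimate the spread, the counts were 1780, 1276 and 1182 on days 1, 3 and 14, and 0 for each of the control comparisons of day 3 and day 14. With clusters at or above the median mean, fewer clusters were tested, and 4878 passed on day 14, 152 from day 1 to day 3, 44 from day 3 to day 14, 1240 from day 1 to day 14, 857 in the test among days and 0 for the controls of day 3. With clusters of 1 symbol alone, also fewer tested, 181, 99 and 1244 passed for these differences, 1041 among days, 0 for the controls of day 3 and 84 for those of day 14. With the replicate number as a block, 46 passed from day 1 to day 3 and 0 for the controls of day 3, and correlations between arrays of 1 number, from -0.114 to 0.169, gave no pairing by number. Array weights gave 31 from day 3 to day 14. Array-median centring gave 405 from day 1 to day 14, 0 for the controls of day 3 and 21 for those of day 14, and quantile normalization 0 for the controls of day 3. A pseudocount of 16 gave 970 from day 1 to day 14 and 672 among days.

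Lists past camera with an estimated correlation numbered 0 on day 1, 6 on day 3, 0 on day 14 and 0 for each difference to day 14, and fry gave 8 from day 3 to day 14. Correlations between days were 0.6226 for days 1 and 3 and 0.6236 for days 3 and 14 with clusters at or above the median mean. Among clusters past the averaged effect they were 0.8154, 0.6766 and 0.7819 for days 1 and 3, 1 and 14, and 3 and 14. Those clusters were picked on the average of the same days, which favours agreement, so these values are no added support. The limma F test with at least 1.8-fold in place of the study's filter gave 2062.

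Leaving out each array in turn, the counts ranged from 2266 to 2858 on day 1, 1383 to 2101 on day 3, 1802 to 4029 on day 14, 7238 to 8943 for the average, 30 to 125 from day 1 to day 3, 4 to 236 from day 3 to day 14, 333 to 1012 from day 1 to day 14, 220 to 844 among days and 0 to 1 and 2 to 83 for the controls of day 3 and day 14. Leaving out each replicate number from every group, the study's filter gave 189 to 357. Lists ranged from 16 to 20, 19 to 25 and 28 to 31 on the 3 days, 22 to 30 from day 3 to day 14 and 27 to 30 from day 1 to day 14. Correlations ranged from 0.4304 to 0.5022, 0.3085 to 0.4226 and 0.4674 to 0.5169.

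Centring raised the share of higher clusters from 53.3% to 71.4% on day 1 and from 49.3% to 61.7% for the average, and lowered it from 56.3% to 36% from day 1 to day 3. Quantile normalization moved the share of lists that rose from 55.6% to 42.1% on day 1 and from 50% to 64% from day 1 to day 14, and it gave complex I as lower on day 1 (adjusted p = 3.1e-04). On day 1 the acute phase and mitochondrial ribosome lists ended under it (both adjusted p = 0.24), and glycogen and urea cycle lists passed downward, while hepatocyte markers passed upward after centring. On day 3 the clock and ribosome biogenesis lists ended after centring, and bile acid and mitochondrial ribosome lists passed after quantile normalization. On day 14 the urea cycle list ended without rotenone day 14 replicate 1 (adjusted p = 0.074), the pentose phosphate list passed downward under quantile normalization and without that liver, and heat shock proteins passed upward without it. A rise or fall of clusters in total therefore depends on the scale, while the median change moved by at most 0.092. Signal over background limits genes near the negative control level, whose falls are compressed.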

Other observations

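The calls of single lists under quantile normalization were looked at only after their results were seen, and the other tests in this part were planned. Genes of the circadian clock differed on day 14. Nr1d1, 6.38 higher on day 14, rose beside Dbp (3.23 ± 0.63), while Cry1 (-2.40 ± 0.29) and Bmal1 (-2.16 ± 0.41) fell. The circadian list of 18 genes had 5 risen and 6 fallen on day 14, with 5 and 8 adjusted over the list alone, a median of -0.20, a mean of 0.25 and no pass, and it passed downward on day 3 with 2 risen and 4 fallen (adjusted p = 0.193 with an estimated correlation). Growth hormone responsive and male-biased genes fell on day 14 in 6 of 15 cases, 2 rose, and 3 rose and 8 fell adjusted over the list alone (adjusted p = 0.190 with an estimated correlation). They included Cyp2c11 (-3.98 ± 0.70), whose call ended with only the 8 arrays of day 14 in the fit, and Igf1 (-1.23 ± 0.17), both lower. Of 29 genes of the integrated stress response, 7 rose on day 14, such as Slc7a5 (1.94 ± 0.29) and Asns (1.16 ± 0.21), and 4 fell, such as Sesn2 (-2.16 ± 0.36), with 13 and 4 adjusted over the list alone (adjusted p = 0.198 with an estimated correlation). Ddit3, Gdf15 and Fgf21 did not pass on any day. Xenobiotic enzymes rose on day 14 in 8 of 20 cases, with Aldh1a1 4.14 and Ces2c 3.13 higher, 1 fell, and 13 rose and 1 fell adjusted over the list alone (adjusted p = 0.190 with an estimated correlation). Cyp1a1 was 4.29 higher on day 14, a call that ended under 4 of 19 alternatives. NRF2 targets rose on day 14 in 5 of 22 cases, with 7 risen adjusted over the list alone (adjusted p = 0.202 with an estimated correlation). Nqo1 and Hmox1 did not pass on any day. The study had described genes of oxidative stress and of the insulin pathway on these samples, so the direction of such lists is not independent evidence. Lbp, an acute phase protein, was higher by 2.60, 2.98 and 2.38 on days 1, 3 and 14, and Sat2 by 1.07, 1.44 and 2.11.

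The p53 targets passed downward on day 3, with 2 of 15 fallen and 6 adjusted over the list alone (adjusted p = 0.0498 with an estimated correlation). Tubulins fell on day 3 in 5 of 15 cases, with 2 risen and 9 fallen adjusted over the list alone (adjusted p = 0.130 with an estimated correlation). Among lists that passed on day 14 without an estimated correlation and are not described above, endoplasmic reticulum chaperones fell in 7 of 21 cases, and genes of autophagy rose in 10 of 24 and fell in 1. PPAR alpha targets had 6 risen and 2 fallen, urea cycle genes 8 and 2, ribosome biogenesis 4 and 1, heme synthesis 3 and 0, antioxidant enzymes 4 and 1, the mitochondrial stress response 3 and 1, DNA replication 1 and 3, and ketone body synthesis 0 and 1. Adjusted over the list alone, these were 0 and 12, 15 and 1, 12 and 4, 10 and 4, 10 and 1, 7 and 2, 9 and 1, 7 and 1, 1 and 5, and 0 and 2, in the same order. The acute phase response passed upward on day 1 with 4 of 19 risen and 1 fallen, 5 and 1 adjusted over the list alone, and so did the mitochondrial ribosome and biogenesis, with 7 of 37 risen and 2 fallen, 13 and 5 adjusted over the list alone. Both calls ended under quantile normalization (adjusted p = 0.24) and with an estimated correlation (adjusted p = 0.713 and 0.668). Other lists that passed on day 3 were the interferon response, with 2 of 23 fallen (5 adjusted over the list alone), ribosome biogenesis, with 3 of 23 risen (5), cytosolic ribosomal proteins, with 3 of 33 risen (8), and muscle and intestine markers, with 1 of 13 fallen (1), and none of these 4 passed with an estimated correlation (adjusted p of 0.637, 0.642, 0.721 and 0.477). The insulin pathway did not pass on any day, with 1 risen and 5 fallen on day 14. Hif1 and p53 targets and the insulin pathway had medians above 0 and means below 0 on day 14, as did glycolysis (0.03 and -0.19), and none of these passed. Bile acid genes had a median of -0.066 and a mean of -0.043 on day 1, where camera gave the upward direction without passing. Markers of lymphocytes, neutrophils, adipocytes, bile ducts and the pancreas did not pass on any day, nor did gluconeogenesis, glucocorticoid targets and AhR targets. Subunits encoded in mitochondria were measured for only 3 of 13 genes, at a mean log2 intensity of 19.6 near the top of the scale, so that no conclusion is drawn for them.

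The filter modelled on the study's methods called 721 transcript clusters, a count of clusters rather than of genes, and 774 with the day factor joined. That is lower than the value quoted from the study above.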
